# Dax1 modulates ERα-dependent hypothalamic estrogen sensing in female mice

**DOI:** 10.1038/s41467-023-38618-y

**Published:** 2023-05-29

**Authors:** Jose M. Ramos-Pittol, Isabel Fernandes-Freitas, Alexandra Milona, Stephen M. Manchishi, Kara Rainbow, Brian Y. H. Lam, John A. Tadross, Anthony Beucher, William H. Colledge, Inês Cebola, Kevin G. Murphy, Irene Miguel-Aliaga, Giles S. H. Yeo, Waljit S. Dhillo, Bryn M. Owen

**Keywords:** Neuroscience, Molecular biology, Reproductive biology, Endocrinology

## Abstract

Coupling the release of pituitary hormones to the developmental stage of the oocyte is essential for female fertility. It requires estrogen to restrain kisspeptin (KISS1)-neuron pulsatility in the arcuate hypothalamic nucleus, while also exerting a surge-like effect on KISS1-neuron activity in the AVPV hypothalamic nucleus. However, a mechanistic basis for this region-specific effect has remained elusive. Our genomic analysis in female mice demonstrate that some processes, such as restraint of KISS1-neuron activity in the arcuate nucleus, may be explained by region-specific estrogen receptor alpha (ERα) DNA binding at gene regulatory regions. Furthermore, we find that the *Kiss1*-locus is uniquely regulated in these hypothalamic nuclei, and that the nuclear receptor co-repressor NR0B1 (DAX1) restrains its transcription specifically in the arcuate nucleus. These studies provide mechanistic insight into how ERα may control the KISS1-neuron, and *Kiss1* gene expression, to couple gonadotropin release to the developmental stage of the oocyte.

## Abstract (web summary)

Estrogen controls female fertility in part via restraining or promoting kisspeptin (Kiss1)-neuron activity in the arcuate hypothalamic nucleus and the AVPV hypothalamic nucleus, respectively. Here the authors report that estrogen receptor alpha (ERα) interacts with the genome and the nuclear receptor co-repressor NR0B1 (DAX1) to manifest region-specific actions on *Kiss1* expression.

## Introduction

Ovarian estrogen production signals the developmental stage of the oocyte to hypothalamic nuclei. These nuclei, in turn, control the pulsatile output of gonadotropins from the pituitary. However, the mechanistic basis for how estrogen-sensing is conveyed to gonadotrophin-releasing hormone neurons is incompletely understood.

The estrogen receptor alpha (ERα, ESR1) is expressed in at least two regions of the hypothalamus that regulate female fertility; the arcuate nucleus, and the so-called ‘AVPV’ nucleus (the rostral periventricular area of the third ventricle, which contains both the periventricular nucleus and the anteroventral periventricular nucleus)^1–6^. Kisspeptin (KISS1)-expressing neurons of the arcuate hypothalamic nucleus are now firmly established as the gonadotropin-releasing hormone (GnRH) pulse-generator and are restrained by the negative feedback actions of estrogen^7–9^. In contrast, KISS1- neurons of the AVPV hypothalamus are stimulated by estrogen and are responsible for generating the mid-cycle LH-Surge^4,10–13^. Interestingly, *Kiss1* gene transcription appears to reflect the activity of the neuronal population, as it is repressed by estrogen in the arcuate nucleus and induced by estrogen in the AVPV nucleus^5,14–18^. These transcriptional effects are dependent on ERα^1–6^. However, while several mechanisms have been proposed^19^, it is currently not clear how ERα can orchestrate these opposing transcriptional effects on *Kiss1* in arcuate and AVPV nuclei. Furthermore, it is even less clear how a single nuclear receptor might mediate negative feedback by restraining the pulse frequency of arcuate KISS1-neurons.

We conducted a comparative survey of ERα DNA-binding in the arcuate and AVPV of female mice by chromatin immunoprecipitation followed by DNA sequencing (ChIP-seq). We found marked differences in ERα DNA-binding events in the arcuate and AVPV which pointed to differential functional outcomes driven by ERα activation. Specifically, our analysis revealed an enrichment of ERα-binding sites in genes that can modulate neuronal activity and pulse frequency under estrogen stimulation in the arcuate nucleus. In addition, we found that the *Kiss1* gene itself is uniquely regulated by ERα in these two nuclei and that the nuclear receptor co-repressor Dax1 is responsible, at least in part, for its restraint in the arcuate. Together, our studies provide mechanistic insight into how ERα may control the KISS1-neuron, and *Kiss1* gene expression, in order to couple gonadotropin release to the developmental stage of the oocyte.

## Results

### ERα binds to different genomic loci in the arcuate and AVPV nuclei that can coordinate KISS1 neuron function

The arcuate and AVPV nuclei of the hypothalamus are respectively responsible for translating the effects of estrogen-negative and positive feedback into changes in gonadotropin secretion^8,10^. However, how estrogen differentially affects the activity of these neurons, and in particular how it mediates negative feedback in the arcuate nucleus, is poorly understood. In order to gain insight into these processes, we first mapped genomic ERα binding sites in these locations by chromatin immunoprecipitation followed by DNA sequencing (ChIP-Seq). 

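ERα ChIP-seq was performed on chromatin from the arcuate and the AVPV of ovariectomised mice carrying an estradiol implant (0.1 mg/mL) and collected 28 h after an injection of estradiol benzoate (0.05 mg/kg). In ChIP-seq, DNA bound by a protein is recovered with an antibody and sequenced, and positions with more reads than the background are called as peaks. There were 4 libraries of each nucleus, made from pooled chromatin, and the text does not name whether each came from a pool of its own, so the SDs and tests are over libraries and not over animals. The authors aligned 75-nt reads to the mouse genome mm10 and called peaks with MACS2 in each library at a false discovery rate of 5%. The deposited lists give for each peak its position, its summit, its fold enrichment and the -log10 of its p-value and q-value, and these per-peak values are the authors'. The study's quality control sheet gives 31497822, 30280972, 24290418 and 19482017 uniquely mapped reads for arcuate libraries 1 to 4 and 30949679, 27378025, 23888205 and 28695596 for AVPV libraries 1 to 4. The lists hold 4079, 3869, 3251 and 3468 peaks for the arcuate and 2367, 2542, 3347 and 3059 for the AVPV. The mean was 3667 ± 376 peaks (SD, n = 4) in the arcuate and 2829 ± 454 (SD, n = 4) in the AVPV. This difference of 838 peaks did not pass the threshold of 0.05 (exact two-sided permutation test, p = 0.0571). With only peaks of fold enrichment above 5 the difference was 565 peaks (exact two-sided permutation test, p = 0.0286), and with only peaks of -log10 q of at least 5 it was 607 (exact two-sided permutation test, p = 0.114). Over the 8 libraries, no relation of the number of uniquely mapped reads with the number of peaks was detectable (Pearson r = -0.0151, exact permutation p = 0.973; Spearman rho = 0.0476, exact permutation p = 0.935; both 0.973 after Benjamini-Hochberg adjustment over these 2 values). Without arcuate library 4 and AVPV library 3, the farthest from the median number of reads, r was 0.247 (exact permutation p = 0.661). In the arcuate the library with the most reads had the most peaks, 4079. In the AVPV the library with the most reads had the fewest peaks, 2367, and that with the fewest reads had the most, 3347. No correlation was computed within a nucleus of 4 libraries. The value over all 8 therefore does not show that reads and peaks are unrelated. Peaks of all libraries that shared at least 1 bp were merged into regions, and a region was called as a site of a nucleus when at least 2 of its 4 libraries had a peak there. This rule was set here, because the text does not name how the replicates were combined.

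**Figure D1:**
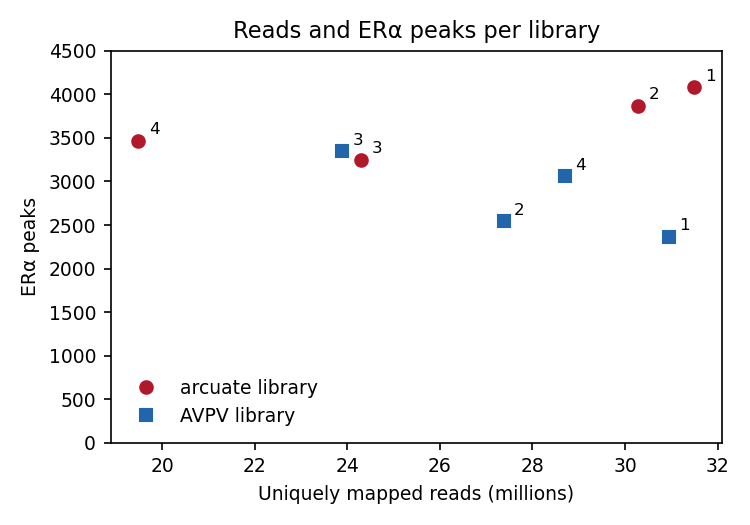
Uniquely mapped reads (x axis) and number of ERα peaks (y axis) of each library, with circles for the arcuate, squares for the AVPV and the replicate number beside each point. Arcuate library 4 had the fewest reads and 3468 peaks, and AVPV library 1 had the fewest peaks, 2367.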

We used an estrogen-treatment paradigm in mice that allowed us to evaluate ERα activity at a time when negative feedback in the arcuate is occurring^20^.

Our results show that ERα binding sites diverge substantially between the two regions analysed (Fig. 1A–C, Supplementary Figure 1A). Indeed, we were surprised to observe that over 50% of the binding sites were differentially enriched between the arcuate and the AVPV (Fig. 1C). These differential binding sites were mostly located to introns or intergenic regions, but were also found in promoters, suggesting nucleus-specific gene regulation by ERα involves both proximal and distal (enhancer) elements^21^ (Fig. 1D, Supplementary Data 1, Supplementary Data 2). Together, these findings demonstrate broad differences in ERα-binding in the arcuate and AVPV under estrogen stimulation.

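The 25982 peaks of the 8 libraries merged into 8072 regions, of which 1089 had a peak in all 8 libraries and 3350 (41.5%) in 1 library only. For each pair of libraries, similarity was the number of regions with a peak in both divided by the number with a peak in either. The mean similarity was 0.471 within the arcuate (6 pairs, from 0.375 to 0.556), 0.531 within the AVPV (6 pairs, from 0.495 to 0.579) and 0.391 between the nuclei (16 pairs, from 0.345 to 0.431). The mean within nuclei exceeded the mean between them by 0.110, the largest difference among the 35 ways of dividing the 8 libraries into 4 and 4 (exact one-sided permutation test, p = 0.0286, the smallest that 4 libraries against 4 allow). The lowest values within a nucleus involved arcuate library 4, whose mean similarity to the other arcuate libraries was 0.405, against 0.483 to 0.499 for arcuate libraries 1 to 3.

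**Figure D2:**
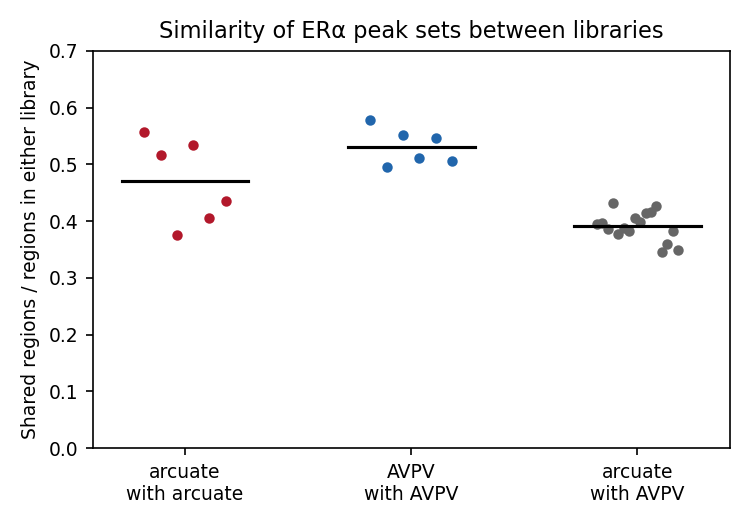
Similarity of the peak sets of each pair of libraries (y axis), for pairs within the arcuate, within the AVPV and between the nuclei (x axis). Points are pairs and horizontal lines are means, 0.471, 0.531 and 0.391.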

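There were 4388 sites called in at least 1 nucleus. Of these, 1519 (34.6%, 95% Wilson interval 33.2 to 36.0) were called in the arcuate only, 729 (16.6%, 15.5 to 17.7) in the AVPV only and 2140 (48.8%, 47.3 to 50.2) in both. The sites of a single nucleus were thus 2248, or 51.2% (49.8 to 52.7). No other division of the 8 libraries into 4 and 4 gave as high a share, the highest being 47.2% and the median 39.2% (exact one-sided permutation test over 35 divisions, p = 0.0286). Of the sites of a single nucleus, 739 had a peak in 1 library of the other nucleus and 1509 in none. When a site was called with a peak in at least 1 of the 4 libraries, the share was 60.2%. It was 48.1% when all 4 libraries were required. Within each library, the median percentile of fold enrichment was higher at shared sites by 27.5 ± 2.73 points (SD, n = 8). The other divisions gave differences of 26.4 to 31.5 points, with a median of 29.7, and 29 of 35 divisions, the real one included, gave one as large, so this difference does not set the nuclei apart. There were 1129 sites where at least 2 libraries of a nucleus had a peak in the top 25% of their lists by fold enrichment. Of these, 109 (9.65%, 8.07 to 11.5) were called in a single nucleus, against a median of 1.48% and at most 7.47% over the other divisions. Among the 468 such sites in the top 10%, the share was 1.92%. Another division reached 1.99%, so the real division did not stand out there. Both cut-offs were chosen after the peak strengths had been seen.

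**Figure D3:**
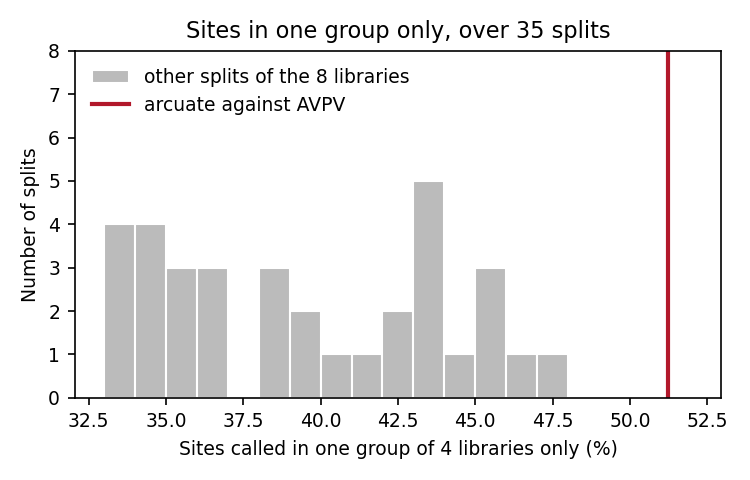
Number of divisions of the 8 libraries into 4 and 4 (y axis) by the percentage of sites called in 1 group only (x axis). Grey bars are the divisions that mix the nuclei, up to 47.2%, and the vertical line is the division into arcuate and AVPV, at 51.2%.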

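Sites were annotated at their centre with RefSeq transcripts of GRCm38, with a promoter reaching from 1 kb upstream to 100 bp downstream of a start site. Introns held 39.3% of the 1519 arcuate-only sites (95% Wilson interval 36.9 to 41.8) and 34.7% of the 729 AVPV-only sites (31.3 to 38.2). Intergenic regions held 592 of the arcuate-only sites (36.6% to 41.5%) and 289 of the AVPV-only sites (39.6%, 36.2 to 43.2). Introns and intergenic regions together held 77.0% of the sites of a single nucleus, and 69.4% when a site had to have a peak in all 4 libraries of a nucleus. Promoters held 14.7% (13.0 to 16.5) of arcuate-only, 21.8% (19.0 to 25.0) of AVPV-only and 37.8% of shared sites. Compared as sites, the promoter share was -20.8 percentage points in sites of a single nucleus relative to shared sites (Fisher's exact test, two-sided, p = 7.43e-55) and -7.13 points in arcuate-only relative to AVPV-only sites (p = 3.38e-05). These tests treat sites as independent. The contrast with shared sites was not computed over the other divisions of the libraries. Shared sites had stronger peaks under those divisions too, so whether this contrast belongs to the nuclei cannot be told. The size of the difference between arcuate-only and AVPV-only sites changed with the rule for a site. Their promoter shares were 16.6% and 25.1% when 1 library was enough and 17.5% and 21.0% with at least 3. They were 22.5% and 24.9% when all 4 were required. With libraries as the replicates, promoters held 29.5% ± 3.78 (SD, n = 4) of the peaks of an arcuate library. They held 35.6% ± 4.09 (SD, n = 4) of those of an AVPV library, and this difference did not pass the threshold of 0.05 (exact two-sided permutation test, p = 0.0857).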

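The estrogen response element is the palindrome AGGTCANNNTGACCT, to which ERα binds directly. A match with at most 2 mismatches in its 12 fixed bases lay within 100 bp of the summit in 39.6% of arcuate-only sites (95% Wilson interval 37.2 to 42.1), 32.8% of AVPV-only sites (29.5 to 36.3) and 34.7% of shared sites (32.7 to 36.7). In windows of the same width moved by 5 kb, the shares were 1.91%, 1.37% and 1.26%. The arcuate-only share exceeded the AVPV-only share by 6.85 percentage points (Fisher's exact test, two-sided, p = 0.00180, 0.00441 after Benjamini-Hochberg adjustment over 4 comparisons) and the shared one by 4.96 points (adjusted p = 0.00441), while no difference between AVPV-only and shared sites was detected (adjusted p = 0.366). These differences changed with the rule for a site. The arcuate-only share exceeded the AVPV-only share by 0.639 points when all 4 libraries were required (Fisher's exact test, two-sided, p = 0.846), and arcuate-only minus shared sites was -7.01 points and AVPV-only minus shared sites -11.2 points when 1 library was enough. Without AVPV library 3, neither difference of the arcuate-only sites passed the threshold. Few promoter sites held a match, 4.48% of arcuate-only, 1.26% of AVPV-only and 4.20% of shared ones. Outside promoters the order was another, with matches in 45.7% of arcuate-only, 41.6% of AVPV-only and 53.2% of shared sites. The contrasts with shared sites were not computed over the other divisions of the libraries, so whether they belong to the nuclei cannot be told.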

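The strictest difference that calls in 4 libraries allow is a peak in all 4 libraries of a nucleus and in none of the other (Fisher's exact test per region, two-sided, p = 0.0286, unadjusted). There were 238 such regions, 172 with peaks in the arcuate and 66 with peaks in the AVPV. Other divisions of the 8 libraries into 4 and 4 gave at most 40, with a median of 7.5 (exact one-sided permutation test over 35 divisions, p = 0.0286). Without arcuate library 4 the number was 490. Ranked by the lowest of the 4 percentiles of fold enrichment within their lists, the first arcuate region (lowest percentile 87.3) lay on chromosome 13 of mm10 from 42657014 to 42657481, in an intergenic region 23.6 kb from the start site of Phactr1. The next by this rule lay on chromosome 5 from 118812886 to 118813481 and on chromosome 3 from 85369224 to 85369842, both intergenic. Among the AVPV regions that rank high by the same rule were intergenic regions on chromosome 17 from 60223492 to 60223921 (lowest percentile 69.6) and on chromosome 8 from 67589920 to 67590266 (lowest percentile 69.2). From the share of sites called in a single nucleus and their place in introns, intergenic regions and promoters, the paper concludes that ERα binding differs broadly between the nuclei under estrogen, and it proposes that regulation specific to a nucleus involves promoters as well as enhancers.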

**Fig. 1:**
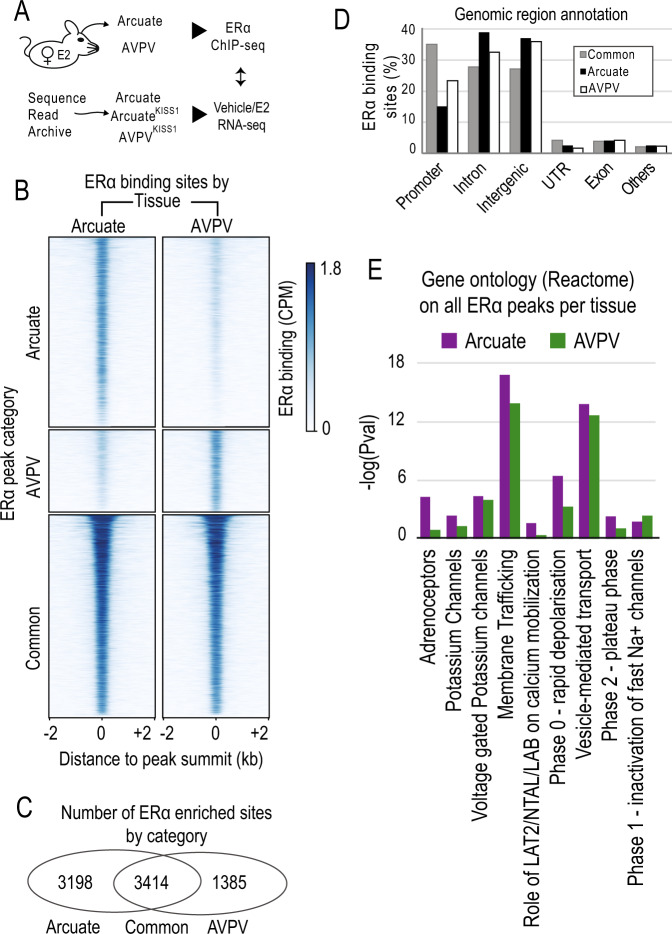
ERα binds to different genomic loci in the arcuate and AVPV nuclei. **A** Schematic representation of integrated analysis of ERα ChIP-seq data and nucleus-specific transcriptomic data. **B** ERα occupancy in identified by ChIP-seq peaks, categorized according to Arcuate- or AVPV-enrichment. **C** Venn diagram of ERα-enriched peaks in both locations. **D** Genomic annotation of ERα peaks separated by enrichment category. **E** Selected GO-term enrichment *p*-values in genes proximal to ERα peaks.

In order to elucidate possible functional consequences driven by arcuate- or AVPV-specific ERα binding sites, we performed gene ontology (GO) term analysis (Supplementary Data 3) on our ChIP-seq data^22^. We found that terms relating to *Membrane Trafficking*, *Vesicle-mediated Transport*, *Rapid Depolarisation*, and *Adrenoreceptors* were enriched in both arcuate and AVPV nuclei (Fig. 1E). Intriguingly, the enrichment of genes bound by ERα and associated with these neurotransmitter processing and release GO terms was generally higher in the arcuate compared to the AVPV nucleus (Fig. 1E). This raises the possibility that under estrogen stimulation, ERα may have a greater impact in *Kiss1* neuronal activity through gene expression in the arcuate than it does in the in the AVPV. 

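The genes that Supplementary Data 3 lists for 7 of the Reactome terms of Fig. 1E were looked up among the genes nearest to a peak in each library. Membrane Trafficking and Vesicle-mediated transport, which Fig. 1E also shows, were not analysed here, because their lists are shortened for both nuclei in the copy used. The lists were chosen by the study on these samples, so the counts are not independent evidence. Only Phase 0 rapid depolarisation and Voltage gated Potassium channels have complete lists for both nuclei in the copy used here, whose other AVPV entries are shortened, and only these 2 terms were tested. The arcuate list of rapid depolarisation holds 15 genes, among them all 10 of the AVPV list, so the combined list is the arcuate list. Of these 15 genes, 10.25 ± 1.26 (SD, n = 4) were nearest to a peak in an arcuate library and 7.75 ± 1.26 (SD, n = 4) in an AVPV library (exact two-sided permutation test, p = 0.0571, 0.114 after Benjamini-Hochberg adjustment over 2 terms). As a percentage of all genes nearest to a peak in the library, they were 0.336% ± 0.0230 and 0.317% ± 0.0427 (exact two-sided permutation test, p = 0.457). With the nearest gene limited to 20 kb, the mean number of genes did not differ (difference 0). Of the 19 potassium channel genes, 6.0 ± 2.71 (SD, n = 4) and 6.75 ± 2.06 (SD, n = 4) were found (exact two-sided permutation test, p = 0.886). For these 2 terms the difference did not pass the threshold of 0.05. Of the 5 Adrenoceptors genes listed for the arcuate, arcuate libraries 1 to 4 had 4, 3, 1 and 1 and AVPV libraries 1 to 4 had 0, 1, 1 and 0. Of the 29 genes listed for the arcuate under calcium mobilization by LAT2/NTAL/LAB, 15.0 ± 3.74 (SD, n = 4) were found in an arcuate library and 7.5 ± 1.0 (SD, n = 4) in an AVPV library. Of the 8 genes of Phase 2, the plateau phase, 5.0 ± 0.816 (SD, n = 4) and 2.5 ± 0.577 (SD, n = 4) were found. For both of these terms every arcuate library had more genes than every AVPV library. As a percentage of all genes nearest to a peak, LAT2/NTAL/LAB genes overlapped between the nuclei, at 0.369% in arcuate library 4 and 0.427% in AVPV library 1, and Phase 2 genes were 0.147% to 0.183% in the arcuate and 0.0895% to 0.117% in the AVPV. With the nearest gene limited to 20 kb, arcuate libraries 1 to 4 had 6, 9, 7 and 8 LAT2/NTAL/LAB genes and AVPV libraries 1 to 4 had 4, 3, 2 and 2, and no library had a Phase 2 gene. Of the 27 Potassium Channels genes listed for the arcuate, the arcuate libraries had 8 to 18 and the AVPV libraries 6 to 10. Of the 3 genes of Phase 1, the inactivation of fast sodium channels, every arcuate library and AVPV library 4 had 3, and AVPV libraries 1 to 3 had 2. Genes that the study found for the AVPV alone are missing from these 5 lists, and no test of them is reported.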

In order to explore this possibility, we re-analysed transcriptomic data from arcuate^17^ and AVPV KISS1 neurons (AVPV^KISS1^)^18^ in response to estrogen stimulation and explored ERα-peak proximal-genes (Supplementary Data 4, Supplementary Data 5 and Supplementary Data 6). We found that the expression of many genes associated with enriched GO terms were specifically altered by estrogen in the arcuate nucleus (Supplemental Fig. 2). Taken together, these analyses demonstrate that ERα binding in the arcuate regulates genes in response to estrogen that could modulate KISS1-neuronal function via neurotransmitter processing and release.

### ERα binds in the proximity of genes that coordinate KISS1-neuron pulsatility in the arcuate nucleus

With the view of gaining further insight into ERα-mediated negative feedback in the arcuate nucleus, we compared arcuate and AVPV^KISS1^ transcriptional responses to estrogen. Specifically, we re-analysed previously published datasets from the Hrabovszky^17^ and Kauffman^118^ labs and asked whether genes affected by estrogen in the arcuate are similarly affected by estrogen in the AVPV^KISS1^, and whether these effects are also likely mediated directly by ERα-binding events. Overall, the proximity to an ERα site is associated with gene upregulation by estrogen treatment in both nuclei (Supplemental Fig. 1C). We also found that most of the genes affected by estrogen and containing proximal ERα peaks in the arcuate were similarly affected in the AVPV^KISS1^ neurons (Fig. 2A), demonstrating that region-specific modulation of gene expression by ERα is not a general feature of these nuclei.

**Fig. 2:**
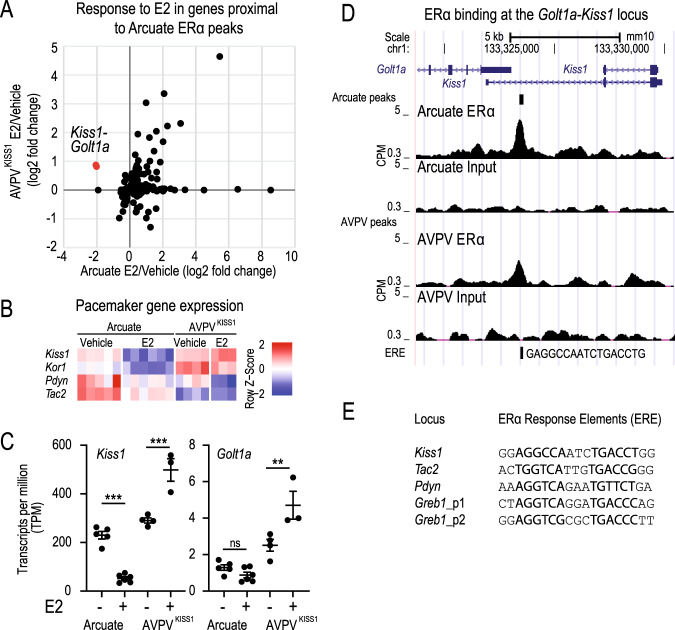
ERα binds in the proximity of genes that coordinate *Kiss1*-neuron pulsatility in the arcuate nucleus. **A** Genes found in proximity to ERα binding sites and affected by estrogen in the arcuate nucleus. **B** Expression of *Kiss1*, *Kor*, *Pdyn*, and *Tac2* genes in the arcuate and AVPV^Kiss1^ nuclei upon E2 treatment. **C** Expression of *Kiss1* and *Golt1a* in the arcuate and AVPV^Kiss1^ (*n* = 3-6). Error bars represent SEM. DeseqFDR **p < 0.01, ***p < 0.001, ns not significant. **D** ERα occupancy at the *Golt1a/Kiss1* locus in the arcuate and AVPV nuclei (http://genome-euro.ucsc.edu/). **E** ERE sequence detected for the *Greb1* (positive control), and the peaks identified proximal to *Kiss1*, *Pdyn*, and *Tac2*. Gene expression data were obtained from previously published studies^17^^,118^.

Interestingly, our analysis of prior RNAseq datasets^17^^,118^ found that the *Kiss1 and Golt1a* genes were repressed in the arcuate nucleus and induced in AVPV^KISS1^-neurons (Fig. 2A–C), while being proximal to an arcuate-specific ERα binding site (Figs. 2D, E). 

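The site at the Kiss1-Golt1a locus lay on chromosome 1 of mm10 from 133323173 to 133323592. Peaks were called there in arcuate libraries 1, 2 and 3, with fold enrichments of 8.21, 6.04 and 5.54, and in neither arcuate library 4 nor any AVPV library. A count of 3 of 4 against 0 of 4 libraries does not pass the threshold of 0.05 (Fisher's exact test, two-sided, p = 0.143). Within their lists the fold enrichments stood at percentiles 72.1, 52.4 and 35.9. Read coverage was not used here. The response element the paper draws in Fig. 2E, GGAGGCCAATCTGACCTGG, was found from 133323489 to 133323507, with 1 mismatch to the palindrome, between 44 and 83 bp from the 3 summits.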

The data analysis presented here highlights the fact that this pattern of activity is highly unusual, as no other genes with arcuate ERα binding sites displayed such striking opposing regulation (Fig. 2A). For example, other genes known to modulate *Kiss1*-neuron pulsatility^8,9,23^, the *Tac2* gene and the *Dynorphin* gene (*Pdyn*), were bound by ERα and regulated by estrogen only in the arcuate nucleus (Fig. 2A, B, Supplemental Fig. 1E, Supplemental Fig. 1D). 

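The site near Tac2, which encodes neurokinin B, lay on chromosome 10 of mm10 from 127720164 to 127720453, 4.17 kb upstream of a Tac2 start site and in an intron of the neighbouring annotation. It had peaks in arcuate libraries 2 and 3, with fold enrichments of 6.46 and 6.51, and in no AVPV library (2 of 4 against 0 of 4; Fisher's exact test, two-sided, p = 0.429). The site near Pdyn lay on chromosome 2 from 129781906 to 129782324, in an intergenic region, with peaks in all 4 arcuate libraries and no AVPV library (Fisher's exact test, two-sided, p = 0.0286, the smallest that 4 libraries against 4 allow). Its fold enrichments were 9.10, 7.22, 5.45 and 10.8 in arcuate libraries 1 to 4. It lay 82.2 kb from the nearer Pdyn start site and 18.4 kb from that of Stk35, the nearest gene, and no region with a peak lay within 20 kb of Pdyn. For Oprk1, which encodes the kappa opioid receptor, no region with a peak lay within 20 kb either. The response elements drawn in Fig. 2E each had 2 mismatches to the palindrome, ACTGGTCATTGTGACCGGG in both peaks near Tac2 and AAAGGTCAGAATGTTCTGA in the 4 peaks near Pdyn. Expression was not analysed here.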

*Golt1a* and *Kiss1* are expressed from a common genomic locus (*Kiss1-Golta1* locus)^24^, and evidence form our RNA-seq analysis support the proposition^24–27^ that they may be co-regulated by ERα (Fig. 2C). Importantly, the ERα binding site identified approximately 4 kb upstream of the *Kiss1* transcriptional start site was present in an intergenic region downstream of the *Golt1a* gene (Fig. 2D). These findings suggest that the *Kiss1-Golt1a* locus may be regulated by a proximal ERα binding site, and that a feature exclusive to the arcuate nucleus allows for ERα-driven repression in this locus. 

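The 3 summits of the site lay 3758, 3762 and 3797 bp upstream of the RefSeq start site of Kiss1 at position 133327212 and 428, 424 and 389 bp past the RefSeq end of Golt1a at 133323026. With the rule that the first 1 kb past a transcript's end belongs to its termination site, the centre of the site was annotated to the termination site of Golt1a, the class that Supplementary Data 1 gives as well. In GENCODE M21, the centre of the site was annotated to a promoter, and the transcript it belongs to was not recorded. A longer Kiss1 transcript of that annotation starts at 133321875, too far upstream for its promoter to reach the site. The site lies in the first intron of that transcript, from 133321977 to 133327209.

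**Figure D4:**
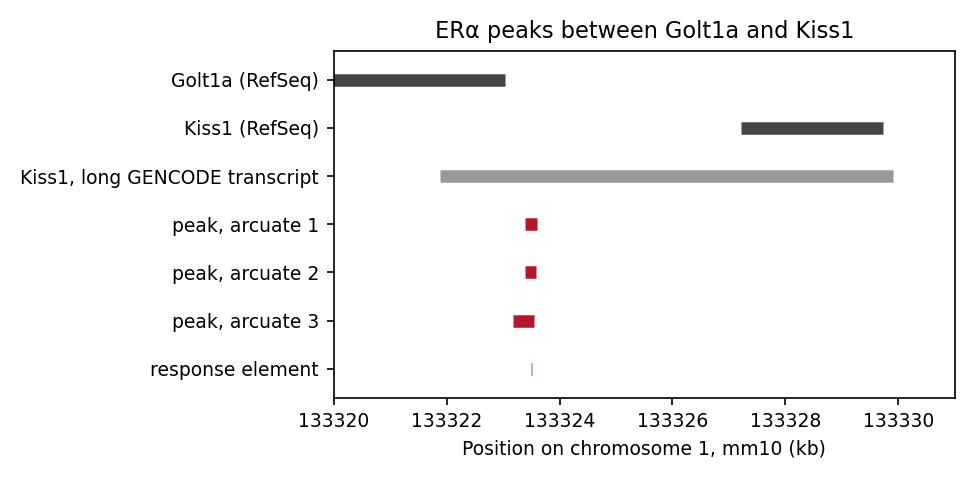
Position on chromosome 1 of mm10 in kb (x axis) of the ends of Golt1a and Kiss1, a longer GENCODE transcript of Kiss1, the peaks of arcuate libraries 1 to 3 and the response element. The peaks lie past the end of Golt1a, at 133323026, and upstream of the RefSeq start of Kiss1, at 133327212.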

Overall, our analysis revealed region-specific ERα-bound genes that could modulate neuronal activity under negative feedback conditions, and a unique transcriptional control of *Kiss1* gene expression.

### *Dax1* is enriched in the arcuate hypothalamus and can repress *Kiss1*-transcription in vitro

The presence of nucleus-specific transcriptional co-regulators has been postulated as a possible mechanistic explanation for the opposing regulation of the *Kiss1* gene in the arcuate and AVPV nuclei^19^. In order to identify factors that may mediate region-specific ERα activity, we conducted a qPCR screen of 84 nuclear receptor co-regulators in the arcuate and AVPV under estrogen stimulation. Surprisingly, we found relatively few differentially-expressed genes (Fig. 3A). Of these, only one transcript, *Nr0b1* (also known as *Dax1*), was enriched in the arcuate nucleus by a factor of over 5-fold. We confirmed this result on biological replicates (Fig. 3B). We also analysed the same panel of co-regulators in the independently-generated RNA-seq data from arcuate and AVPV^KISS1^ nuclei^17,18^. *Dax1* was confirmed in these data to be the most highly enriched cofactor from our original panel of genes in the arcuate nucleus, and it was expressed at much lower levels in KISS1 neurons of the AVPV (Supplemental Fig. 3). Using immunohistochemistry, we found that many cells in the arcuate nucleus express the DAX1 protein (Fig. 3C). However, co-immunofluorescence experiments using animals that express GFP in *Kiss1* neurons revealed that at least 70% of *Kiss1* neurons in the arcuate nucleus express a detectable level of DAX1 protein (Fig. 3C). This compares to only approximately 5% of *Kiss1* neurons in the AVPV (Fig. 3C). We also detected *DAX1* expression by qPCR in the arcuate nucleus of postmenopausal women (Fig. 3D). Although it remains to be determined whether *DAX1* is present in *KISS1* neurons of humans, it is present in the hypothalamus at a level that is comparable to that of the known arcuate-expressed gene, *POMC* (Fig. 3D). Together, these studies identify DAX1 as a transcription factor that is selectively enriched in the arcuate hypothalamic nucleus compared to the AVPV, and is therefore a candidate-mediator of nucleus-specific estrogen action on *Kiss1*.

**Fig. 3:**
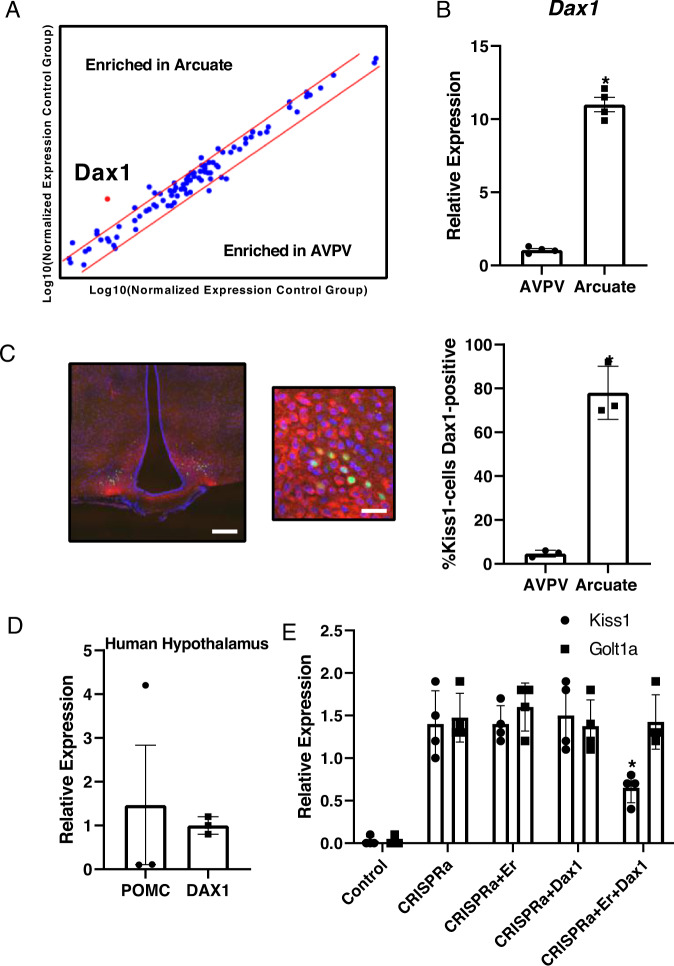
Dax1 is enriched in the arcuate hypothalamus and can repress *Kiss1*-transcription. **A** qPCR screening of 84 nuclear receptor co-regulators in the mouse arcuate and AVPV hypothalamus under estrogen stimulation (*n* = 4). **B** Confirmation of *Dax1* expression in the arcuate and AVPV hypothalamus using biological replicates under estrogen stimulation (*n* = 4) *p < 0.05 by t-test error bars represent SEM. **C** Detection of the DAX1 protein (red) by immunofluorescence in the whole arcuate and in *Kiss1*-neurons (green) in intact *Kiss1*-Cre-GFP mice in diestrous (*n* = 3) *p < 0.05 by t-test Error bars represent SEM. Scale bar 50 µm (left), 20 µm (right). **D** DAX1 and POMC in human hypothalamus (*n* = 3). Error bars represent SEM. **E** expression of *POMC* and *DAX1* in human arcuate nucleus (*n* = 3) Error bars represent SEM. **F** CRISPR-activation of the *Golt1a* promotor in C2C12 cells transfected with mERα or/and mDax1. Representative data from an experiment conducted twice (*n* = 4 wells per group) *p < 0.05 compared to *Golt1a* by Holm-Sidak multiple t-tests. Error bars represent SD. Source data are provided as a Source Data file.

Dax1 is a nuclear receptor that is known to interact with ERα^28^, and serve as a transcriptional repressor in other steroid-responsive tissues^22,28^. As such, we asked whether DAX1 can inhibit *Kiss1*-expression under estrogen stimulation in vitro. In order to answer this question, we took advantage of the finding that the *Kiss1* gene can be regulated by the promotor of the upstream *Golt1a* gene^23^. This allowed us to use CRISPRa to activate *Golt1a* transcription, and then assess the effects of ERα and DAX1 on *Kiss1* mRNA transcription. As is conventional, we performed these experiments in cells that have very low endogenous transcription of the genes of interest, in this case muscle C2C12 cells cultured in 10 nM estrogen. We first confirmed that activation of the *Golt1a* promotor using CRISPRa resulted in increased expression of both the *Golt1a* gene and the *Kiss1*-gene (Fig. 3E). We then found that co-transfecting a Dax1 construct in combination with an ERα construct reduced *Kiss1*-expression compared to the empty-vector control (Fig. 3E). These data demonstrate that Dax1 can impede *Kiss1*-locus activation, likely from an ERα binding site identified in the *Golt1a*-*Kiss1* intergenic region (Fig. 2D).

### Mice lacking Dax1 in *Kiss1* neurons have abnormal *Kiss1* gene-regulation

In order to determine whether Dax1 physiologically modulates *Kiss1* gene transcription, we generated mice lacking DAX1 in *Kiss1* cells. We crossed *Dax1*^*tm*^ mice with *Kiss1-cre* animals to produce *Dax1*^*tm1(kiss1)*^ mice and littermate controls (*Dax1*^*tm*^). This strategy resulted in the detection of DAX1 protein in only approximately 20% of Kiss1 neurons of *Dax1*^*tm1(kiss1)*^ mice compared to over 80% of *Dax1*^*tm1*^ mice (Fig. 4A). We found that intact female *Dax1*^*tm1(kiss1)*^ mice on the morning of diestrous had elevated *Kiss1* gene expression in the arcuate nucleus (Fig. 4B). Importantly, we found that the *Tac2* gene and the *Pdyn* gene were not differentially affected by deletion of *Dax1* in *Kiss1*-neurons of the arcuate nucleus (Fig. 4B), thus demonstrating the specificity of this transcriptional mechanism to the *Kiss1*-locus. *Dax1*^*tm1(kiss1)*^ mice displayed several subtle features that indicated the abnormal function of the HPO axis (Fig. 4C). However, despite having elevated plasma FSH levels (Fig. 4D), that likely still remained within the normal physiological range, we did not detect dramatic differences in LH-pulse dynamics in *Dax1*^*tm1(kiss1)*^ during diestrous (Fig. 4E). That being said, DAX1 in *Kiss1*-cells was required for exogenous estrogen-treatment mediated suppression of the *Kiss1*-gene in the arcuate nucleus (Fig. 4F). Therefore, the presence of DAX1 in arcuate kisspeptin-neurons specifically explains, at least in part, the unique opposing regulation of the *Kiss1* gene in the arcuate and AVPV nuclei of the hypothalamus. Furthermore, the DAX1-dependent restraint of *Kiss1* transcription in the arcuate essentially couples it to the activity of the neuron, and loss of this restraint results in elevated FSH secretion and an ovarian hyperstimulation syndrome.

**Fig. 4:**
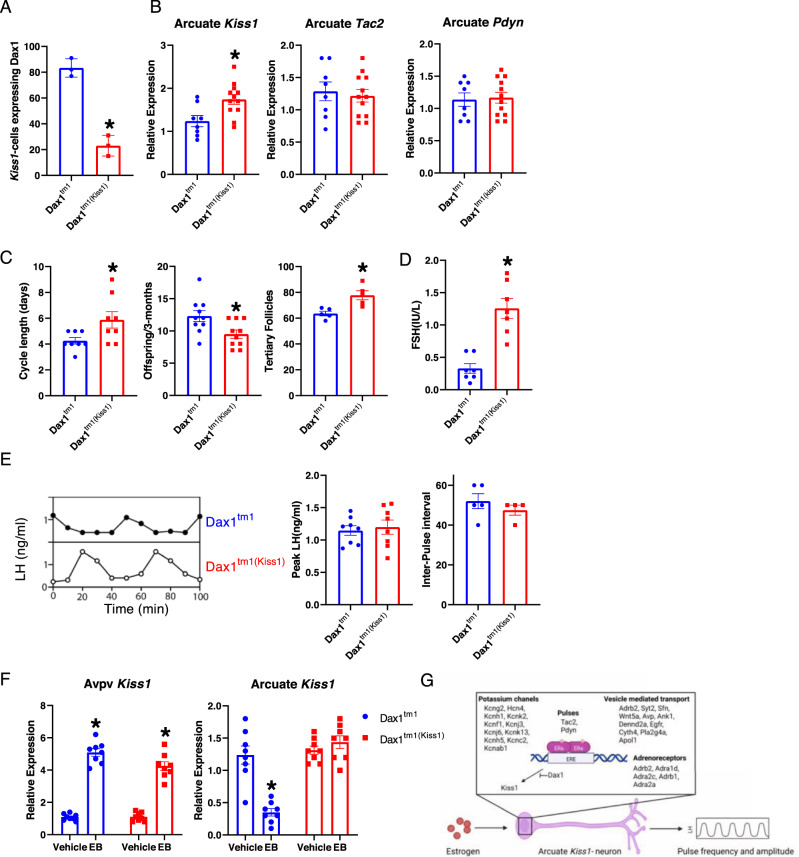
Mice lacking DAX1 in *Kiss1*-neurons have abnormal *Kiss1* gene regulation. **A** quantification of *Cre*-mediated deletion of DAX1-protein in arcuate *Kiss1*-neurons (*n* = 3 mice). **B** Expression of *Kiss1*, *Tac2*, and *Pdyn* in the arcuate nucleus of intact mice at 9am on the first day of diestrous (*n* = 8 Dax1^tm1^, *n* = 12 Dax1^th1(Kiss1)^ *p < 0.05. **C** Cycle length (*n* = 8), Offipring/3-months (*n* = 8 Dax1^tm1^, n = 10 Dax1^th1(Kiss1)^) *p < 0.05 by t-test, Tertiary follicles per ovary (*n* = 5). (**D**) Plasma FSH levels at 9am on the first day of diestrous (*n* = 7). **E** Representative LH profiles starting at 9am on the first day of diestrous. Peak LH (*n* = 8) an inter-pulse interval (*n* = 5 Dax1^tm1^, *n* = 4 Dax1^th1(Kiss1)^). **F** *Kiss1*-expression in the AVPV and arcuate following estrogen stimulation (*n* = 8) *p < 0.05 compared to vehicle 2-way ANOVA with Tukey’s multiple test correction. **G** Schematic representation of ERα function during negative feedback in arcuate *Kiss1*-neurons (Created with BioRender.com). Error bars represent SEM. Source data are provided as a Source Data file.

Together, our analyses demonstrate that arcuate-specific processes, such as modulation of pulsatility, may be defined by region-specific ERα binding events (Fig. 1 and Fig. 2). In addition, while DAX1 in *Kiss1* cells does not appear crucial for the maintenance of episodic gonadotropin release, it does provide mechanistic insight into the unique control of *Kiss1* gene-transcription, and how it may be coupled to the activity of the neuron (Fig. 3 and Fig. 4). Taken together, these analyses provide an ERα-centric model (Fig. 4G) to explain estrogen action on *Kiss1* neurons of the arcuate hypothalamic nucleus.

## Discussion

We have investigated the mechanistic basis for hypothalamic estrogen sensing, with a focus on negative feedback in the arcuate hypothalamic nucleus. Our findings have revealed a complex network of genes that are bound by ERα and regulate neurotransmitter processing and release pathways in an estrogen-responsive way. We found that the intersect between arcuate and AVPV peaks was considerably more similar than a comparison of either nucleus to ERα binding events observed in mouse breast tissue^28^ (Supplementary Figure 1B). Therefore, our initial analyses also demonstrate that ERα interacts with the genome in hypothalamic nuclei in a functionally neuron-specific manner. In addition, we identified ERα binding events in the proximity of key *Kiss1*-neuron functional genes in the arcuate nucleus; *Tac2* and *Pdyn*, and the *Kiss1* gene itself. Indeed, we conducted mechanistic studies on *Kiss1* due to its unique pattern of expression and found that a nuclear receptor co-repressor, DAX1, is required for full ERα-dependent estrogen-negative feedback on this gene in the arcuate nucleus.

The recent use of optogenetics and fibre photometry have revolutionised our understanding of the kisspeptin system^24^. These techniques have firmly established that abrupt episodes of arcuate nucleus kisspeptin-neuron activity are responsible for determining gonadotropin pulsatility^7,25^. Under physiological conditions, the frequency of these arcuate episodes are under constant restraint by estrogen^20^. Therefore, arcuate *Kiss1* neurons must possess mechanisms to sustain neurotransmitter release, as well as modulate neuronal activity. Our data suggest that ERα plays a role in both of these processes. It appears to couple *Kiss1* transcription to metabolic need, reducing its production in the arcuate, via DAX1, as estradiol levels rise. It also controls pathways for the processing and secretion of neuropeptides, and likely modulates the neuronal pulsatility in the arcuate at least in part by binding to regulatory elements that we identified proximal to both *Tac2* and *Pdyn*. The focus of our studies has been negative feedback in the arcuate nucleus, which requires intricate control in order to maintain episodic gonadotropin pulses. However, ERα also likely plays a major role in coupling *Kiss1* transcription and neurotransmitter processing pathways to physiological positive feedback in the AVPV nucleus, a process that triggers the LH-surge and also requires interaction with circadian circuits^10^.

Functional insight into our ChIP-seq data was made possible through a comparative analysis of independently generated transcriptomic data from arcuate^17^ and AVPV^KISS1^-neurons^18^. Many estrogen-responsive genes contained proximal ERα binding sites (Supplemental files 14 and 5). Those which did not are potentially directly regulated by ERα via distal enhancers^29^, indirectly via other ERα-induced transcription factors, or via non-genomic actions of ERα (discussed below). Some gene regulation events, such as repression of *Tac2* and *Pdyn* may be explained simply by region-specific developmental chromatin architecture at ERα-binding-sites. However, explaining opposing gene expression, such as that required of *Kiss1* in the arcuate and AVPV is more challenging. Indeed, our comparative analyses suggest that the regulation of the *Kiss1* locus may, in fact, be unique in these hypothalamic nuclei. We found that the known ERα co-repressor DAX1 explains, at least in part, estrogen-mediated *Kiss1* repression in the arcuate nucleus. This did not result in dramatic differences in LH pulsatility in mice lacking DAX1 in *Kiss1* cells, which is broadly consistent with the maintenance of *Pdyn* and *Tac2* expression. However, we did not perform fibre photometry to directly measure kiss1 neuron activity. Therefore, there may have been subtle changes in LH dynamics that were not detected by our sampling paradigm. It is also formally possible that *Dax1* deletion in other *Kiss1*-cells contributes to the subtle reproductive phenotype of ovarian hyperstimulation syndrome. We also note here the unusual structure of the *Kiss1* locus^23^, the presence of an arcuate-specific enhancer (−12 890 to −2165 bp relative to *Kiss1* TSS)^26^ that overlaps with the ERα-binding site that we identified, its transcriptional relationship with the upstream *Golt1a* gene^27,30,31^, and the fact that it has been found to be an anchor-point for long-range ERα-bound DNA loops^32^. Together, these findings highlight the highly complex nature of *Kiss1*-transcription, a process that has necessarily evolved as part of the ‘two-nucleus’ hypothalamic mechanism that sustains fertility by controlling follicular development via the arcuate^8^, and ovulation via the AVPV^10^.

Our experiments have focused on so called ‘classical’ ERα-signalling. That is, direct binding of the receptor to estrogen response elements (EREs) in the genome to regulate gene transcription. However, two previous reports concluded that ‘non-classical’, ERE-independent, signalling is partially responsible for mediating estrogen negative feedback^29,33^. The interpretation of findings in these mice is complicated by the fact that the mutated ERα can still bind ligand and therefore may physically interact with, and modify the function of, other transcription factors (possibly including DAX1) in a way that would not necessarily occur if it could bind to the genome in the usual way. Nevertheless, it remains likely that both classical and non-classical estrogen signalling are required for the normal hypothalamic control of fertility. Finally, we acknowledge the presence of species differences in the kisspeptin system^34,35^, and that the role of ERα and DAX1 in the control of negative feedback in humans remains to be determined.

Previous findings in the literature had seemed to contradict an ERα-centric hypothesis for negative feedback^36–42^. However, during the review of this manuscript, ERα was conclusively shown by others to be critical for estrogen-negative feedback on *Kiss1*-neuron pulsatility in the arcuate hypothalamic nucleus^43^. Our data provide a potential transcriptional framework for this single-receptor phenomenon, and identify DAX1 as an important regulator of the highly complex *Kiss1*-locus in the arcuate hypothalamic nucleus.

## Methods

### In vivo experiments

All procedures were conducted on female mice and approved under the U.K Animals (Scientific Procedures) Act, 1986, and approved by the Animal Welfare Ethical Review Body of Imperial College London. Animals were housed under standard conditions in individually ventilated cages with free access to food and water, environmental enrichment, and wood-chip bedding. Lights-on 07:00 h, lights of 19:00 h. *Dax1*^*tm1*^ ((B6Ei.129-*Nr0b1*^*tm1Lja*^/EiJ) Stock number 007006) and *Kiss1-Cre* ((Kiss1^tm1.1(cre/EGFP)Stei^) Stock number 017701) mice were obtained from The Jackson Laboratory. *Kiss1-Cre* were maintained as heterozygous animals with the exception of homozygous used for co-immunohistochemistry. A survey of steroidogenic gene expression was conducted in *Dax1*^*tm1(Kiss1)*^ and did not identify any abnormalities in the ovary or adrenal gland. However, we cannot exclude the formal possibility that the deletion of *Dax1* in extra-hypothalamic *Kiss1*-cells may confound the interpretation of our results. Assessment of the estrous cycle was performed by vaginal cytology. Tissues from animals is diestrous were collected at 9 am. Animals were typically sacrificed between 8 and 12 weeks old.

### Estrogen-treatment

Animals were ovariectomised and implanted with 2 cm sub-cutaneous Silastic tubes (Dow Corning 508-005) containing 17β-estradiol (Merk) in sesame oil (0.1 mg/mL). One week later, they were injected at 09:00 with either vehicle (sesame oil) or estradiol benzoate (0.05 mg/kg), and tissues were collected 28 h after the injection.

### Human samples

Anonymised human samples were obtained from the Cambridge Brain Bank (CBB) with informed consent under CBB license (NRES 10/HO308/56) approved by the East of England—Cambridge Central Research Ethics Committee. Subjects were approached in life for written consent for brain banking, and all tissue donations were collected and stored following legal and ethical guidelines (NHS reference number 11/0EE/0011). All three donors were female, the age at death ranged from 74-85, and the postmortem interval ranged from 27-46 h.

*ChIP-Seq* was performed by Active Motif using 25ug of pooled chromatin from arcuate and AVPV tissue dissected from C57BL/6 mice and 40ul of antibody (sc-543), with four replicates per condition. 75-nt single-end sequence reads were generated by Illumina sequencing (NextSeq 500) and aligned to the mouse reference genome mm10 using bowtie2 (version 2.5.0)^29^. Enriched regions were identified by using MACS2^34^. Coverage tracks were generated with DeepTools 3.5^35^ bamCoverage with options “--binsize 50 --normalizeUsing CPM --effectiveGenomeSize 2652783500 --extendReads 300.” Input tracks were thereafter subtracted by using bigwigCompare. For the heatmap display, computeMatrix was used on regions defined by MACS separated by arcuate or AVPV enrichment, with options “--referencePoint center -a 2000 -b 2000 -bs 50.” Estrogen Response Elements (ERE) and genomic annotations were defined using HOMER annotatepeaks^36^. HOMER annotatepeaks was also used to define genes proximal to ERα peaks, and to perform Gene Ontology term analysis against the Reactome database^20^. Images of ERα occupancy at individual loci were generated with the UCSC genome browser^14^. ChIP-seq data for ERα in mouse breast tissue (GSE130032)^44^ was accessed through the Gene Expression Omnibus^37^. Raw reads were processed according to the pipeline described for our ERα ChIP-seq data for the mouse genome annotation mm10.

*RNA-Seq* data from two previously published reports on the mouse arcuate and KISS1 neurons from the arcuate and the AVPV nuclei were accessed through the Sequence Read Archive, with bioproject numbers PRJNA686688^17^ and PRJNA706198^18^. Raw reads were aligned to the mouse reference genome mm10 using HISAT2^45^ and associated to ENSEMBL transcript annotation GRCm38.102 using feature-Counts from the Rsubread package (version 2.10.5)^46^. Differential expressed (DE) genes upon E2 treatment were determined with DESeq2 package (version 1.36.0)^47^. Shrinkage of effect size was performed on Deseq2 results using the *apeglm* method through the function lfcShrink^48^. Expression heatmaps were generated with gplots (ver 3.1.3) heatmap.2 using the log2 transformation of transcripts per million (TPM) and scaling per gene (Row). Rsubread, Deseq2 and lfcShrink are Bioconductor packages (Release 3.15) and were executed in RStudio 2022.07.1 Build 554 under R 4.2.0. Distance from gene loci to ERα peaks was determined using Bedtools closestbed^49^ and values lower than 20 kBp were considered proximal. As a quality control, sequencing coverage was computed for every dataset using DeepTools 3.5^35^ plotCoverage with options “--region X --BED GRCm38.102.bed”. Sequencing coverage for RNAseq datasets from isolated arcuate Kiss1-neurons precluded direct comparison to AVPV^KISS1^ neurons datasets (Supplemental Fig. 4, Supplemental Data 7).

### Gene expression analyses

cDNA (Invitrogen VILO cDNA Synthesis Kit) was prepared from biopsies of mouse tissue guided by the mouse brain atlas. Nuclear receptor co-regulators were screened by RT2 Profiler qPCR Array (Qiagen). Individual gene expression was quantified using the SYBR Green (Bio-Rad) method, using commercially available primers (Sigma Aldrich) and analysed by the ddCT-method. For human tissue samples, RNA was extracted using Qiagen RNeasy Universal Mini Kit with DNase1 digestion following manufacturer’s instructions. The RNA was then used to generate to cDNA via MMLV reverse transcriptase (Promega). qPCR was performed on human samples using TaqMan probes specific for *NR0B1* (Hs05033649_g1), *POMC* (Hs01596743_m1) and *GAPDH* (Hs02786624_g1) and Taqman Universal PCR Master Mix (ThermoFisher) on an Applied Biosystems Quantstudio 7 qPCR instrument (ThermoFisher). The PCR conditions are as follows: 50^o^C for 2 min, 95^o^C for 10 min, then 40 cycles of 95^o^C for 15 s and 60^o^C for 1 min.

### Immunohistochemistry and immunofluorescence

Animals underwent perfusion fixation using 4% formaldehyde under terminal anaesthesia. Brains were further fixed at 4 ^o^C over-night, and then cryo-preserved in 30% sucrose. 40 µm sections were prepared using a sledge microtome. Samples were incubated with Immunostaining permeabilisation buffer (0.5% Triton X-100 in PBS 1X) for 30 min at 4 °C, then Immunostaining blocking buffer (0.3% Triton X-100 in PBS 1X with 10% Normal Donkey Serum) at room temperature for 1 h. Samples were incubated with the primary antibody in Immunostaining blocking buffer (0.3% Triton X-100 in PBS 1X with 10% Normal Donkey Serum) overnight at 4 °C. Primary antibodies were used at a concentration of 1:200 for the Anti-DAX1, clone 2F4 antibody (Merck, MABD398), and 1:250 for GFP Polyclonal Antibody, Alexa Fluor 488 (ThermoFisher Scientific, A-21311). Samples were incubated with secondary antibody (Strateck 715-165-151-JIR) 1:1000 for at least 2 h at room temperature. Samples were then stained with DAPI (ThermoFisher Scientific, D1306) at a concentration of 1:1000 diluted. Slides were dried and mounted with VECTASHIELD Mounting Medium for Fluorescence (Vector Laboratories, H-1000). Slides were imaged using a Zeiss LSM-780 Inverted Confocal Microscope (Zeiss) and analysed using ImageJ software.

*CRISPRa* was performed using Edit-R reagents from Dharmacon in C2C12 cells obtained from the American Type Culture Collection. Briefly, cells were cultured in media containing 10 nM 17β-estradiol (Merck), and transfected (DharmaFECT kb DNA Transfection Reagent) with a set of four lentiviral sgRNA constructs (GSGM 11893-247351096-247351090) targeted to the Golt1a promotor (or a non-targeting control (GSGC1193), and a lentiviral mCMV-Blast-dCas9-VPR plasmid (CAS11915). Transcripts were quantified by gene expression analysis. Expression constructs for DAX1 and ERα were purchased from Active Motif.

### Hormone measurement

LH was measured as previously described^50^. Animals were acclimatised to handling for two weeks. 6ul of plasma was collected every 10 min, starting at approximately 9am on the first day of diestrous. The 25%-change threshold method was used to identify peaks, which has been shown to provide accurate results in intact animals^51^. Peak LH was defined as the maximal LH level of a pulse, and averaged for animals that underwent multiple pulses during the sampling period. Inter-peak interval was measured for individual animals that underwent more than one pulse during the sampling period. Mouse Follicle Stimulating Hormone was measured according to the manufacturer’s instruction (sensitivity of assay 0.1 ng/ml MyBioSource, MBS727159).

### Statistical analysis

See the relevant section above for description of ChIP-seq and RNA-seq statistical analysis. All other analyses were conducted using GraphPad Prism 8.2.1. Man Whitney U tests were used to compare means between two experimental groups. Two-tailed Two-way ANOVA followed by Sidak multiple comparison correction was used to compare multiple groups.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementray Data 7

## Data Availability

ChIP-seq data generated in this study are publicly available at the Gene Expression Omnibus^37^ GSE227540. Publicly available data re-analysed in this study were obtained as follows: Arcuate RNA-seq data18 accession PRJNA686688, AVPVKISS1 RNA-seq data17 accession number PRJNA706198, Breast ChIP-seq data22 accession number GSE130032. All other data supporting the findings of this study are available within the paper and its Supplementary Information. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Dax1 modulates ERα-dependent hypothalamic estrogen sensing in female mice
**Source:** Nat Commun. 2023 May 29;14:3076. doi: 10.1038/s41467-023-38618-y
**Supplement:** Supplementary file 1 — Supplementary Information

Supplemental figure 1

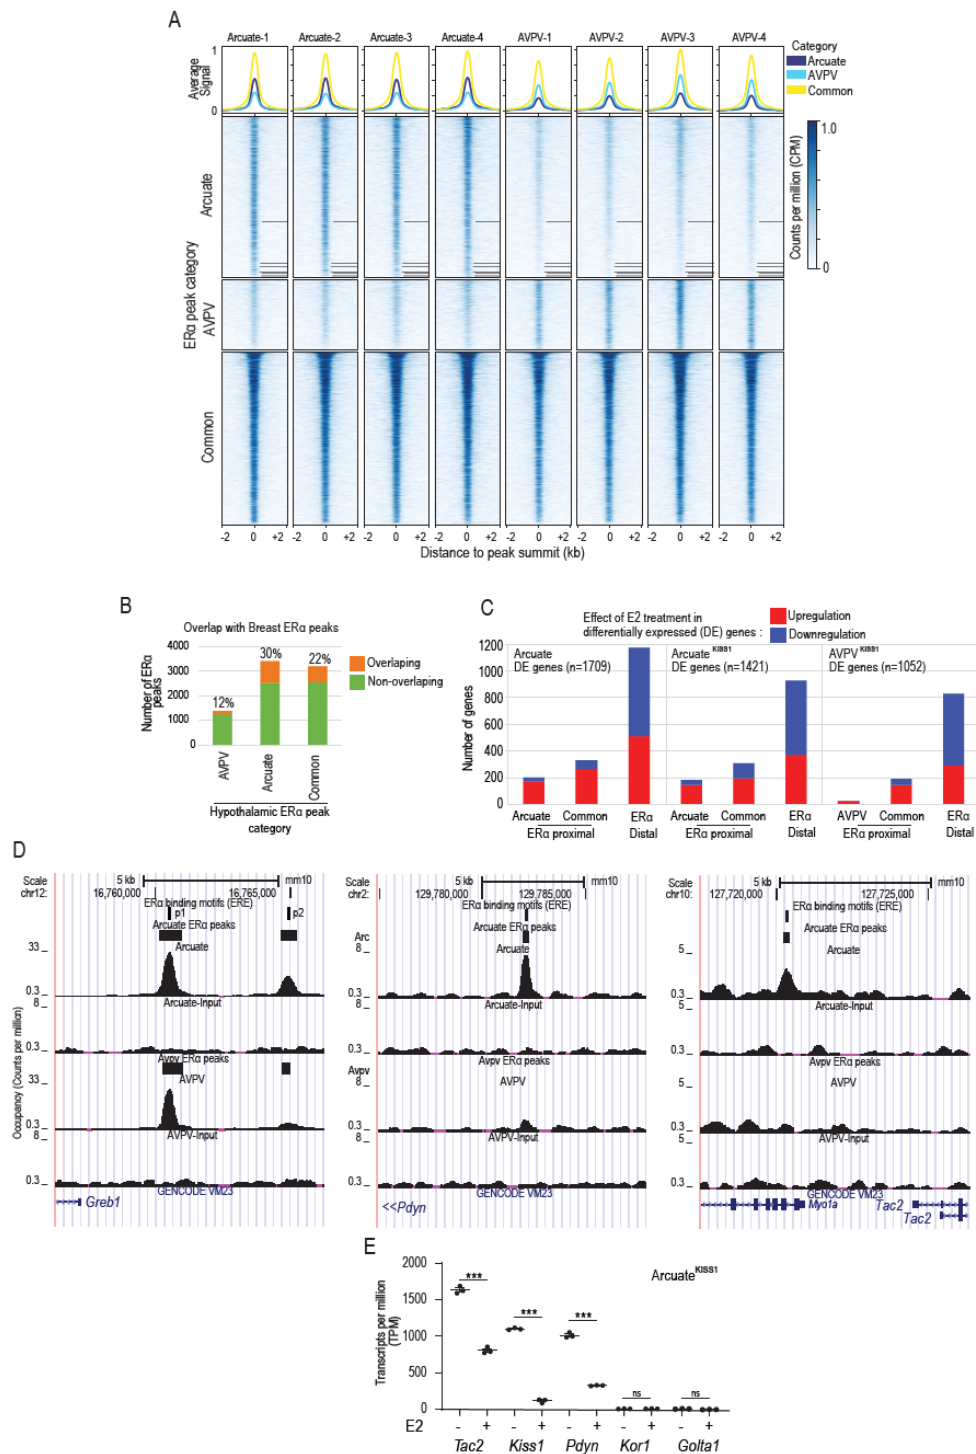

**Supplementary Figure 1. ER $\alpha$  ChIP-Seq in female Arcuate and AVPV nucleus.** (A) Profile plots and heatmaps of ER $\alpha$  occupancy in independent ChIP-seq samples. (B) Number of hypothalamus ER $\alpha$  peaks overlapping with breast ER $\alpha$  peaks, separated by nucleus enrichment. (C) Transcriptional effect of estrogen on ER $\alpha$ -proximal genes. (D) ER $\alpha$  occupancy at peaks proximal to the *Greb1*, *Pdyn*, and *Tac2* loci in the arcuate and AVPV nuclei. Error bars represent SEM. DeseqFDR \*\*p<0.01, \*\*\*p<0.001, ns not significant. (E) Gene expression of *Tac2*, *Kiss1*, *Pdyn*, *Kor1* and *Golt1* in isolated *Kiss1*-positive arcuate neurons upon E2 treatment (n=3). Data were compared using 1-way

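At Greb1, the positive control, a site on chromosome 12 of mm10 from 16760091 to 16761153 and another from 16764613 to 16765284, both in an intron of Greb1, had peaks in all 4 libraries of each nucleus. Fold enrichment was set against the other peaks of the same list, since the background may differ between libraries. In the first site it stood at percentiles of 97.1 to 99.2 of the arcuate lists and 98.1 to 99.4 of the AVPV lists. In the second it stood at percentiles of 91.5 to 96.2 of the arcuate lists and 28.8 to 51.4 of the AVPV lists, so that the ranks of the nuclei did not overlap. This was not tested. Of the 6 regions within 20 kb of Greb1, 1 from 16790420 to 16790792 had peaks in 4 of 4 arcuate and 0 of 4 AVPV libraries. It was singled out after these values were seen, so no test is given for it.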

ANOVA/Sidak. \*\*\*  $p < 0.001$ , ns not significant. Gene expression data from previously published studies<sup>17,118</sup>

Supplemental figure 2

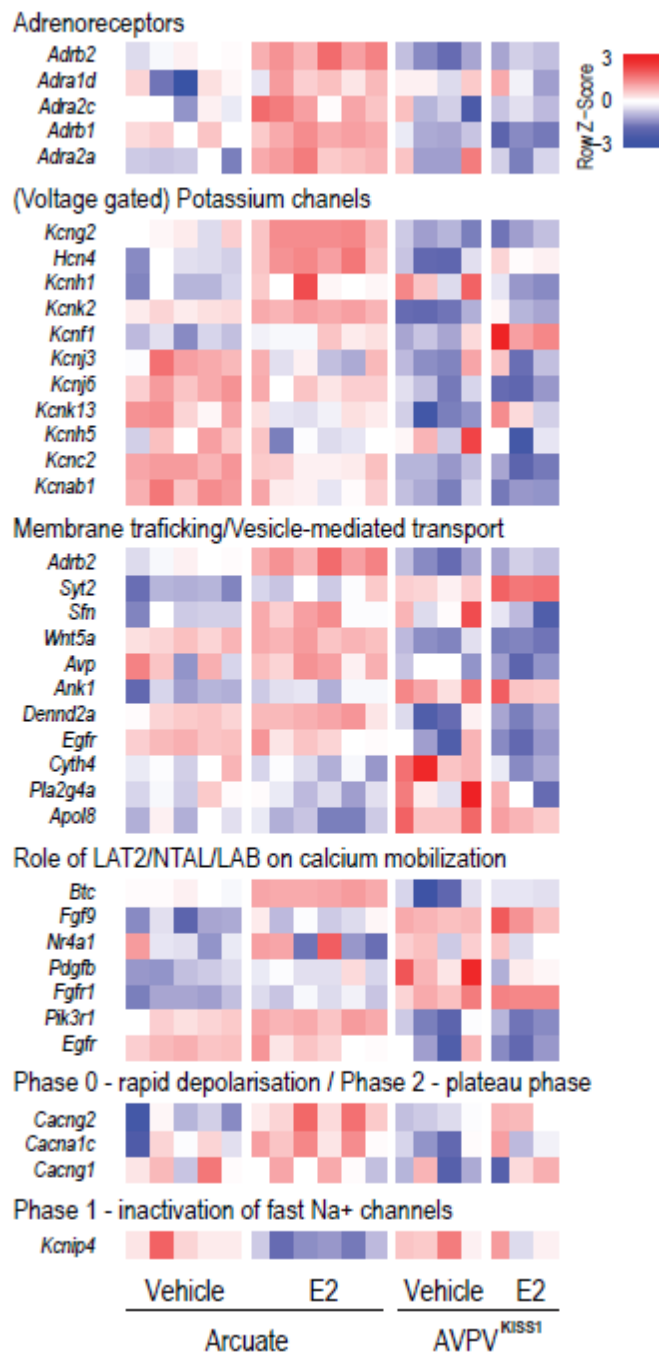

**Supplementary Figure 2. Expression of candidate genes from enriched GO terms from panel A in the arcuate and AVPV nuclei upon E2 treatment (RNAseq).** Gene expression data from previously published studies<sup>17,118</sup>

Supplemental figure 3

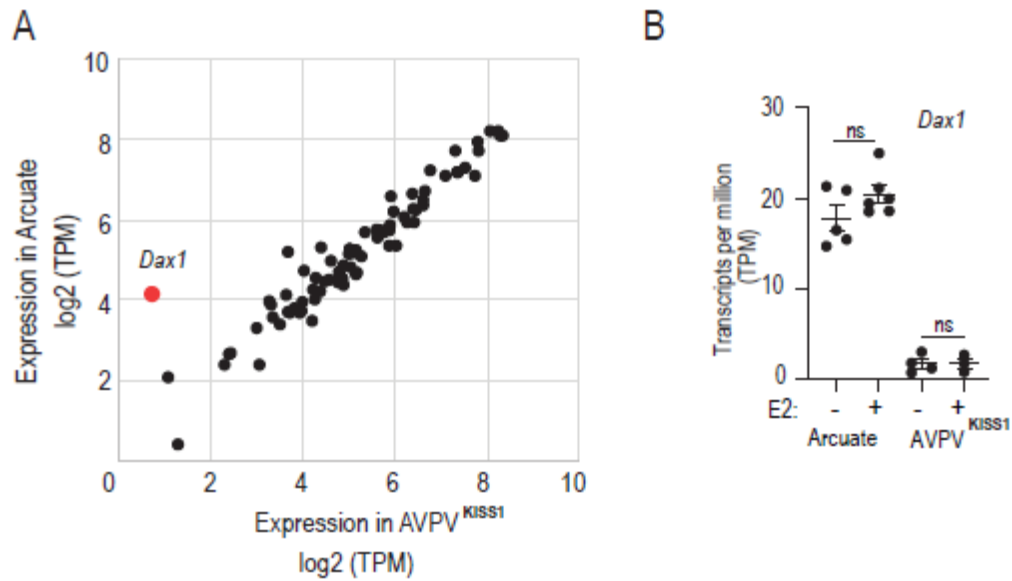

**Supplementary Figure 3. Nuclear receptor and co-regulator expression in RNA-seq data** (A) RNA-seq expression of 84 nuclear receptor co-regulators in the mouse arcuate and AVPV hypothalamus under estrogen stimulation. (B) Expression of *Dax1* in the arcuate and AVPV nuclei upon E2 treatment (n=3-6). Data were compared using 2-way ANOVA/Sidak. ns not significant. Gene expression data from previously published studies<sup>17,118</sup>

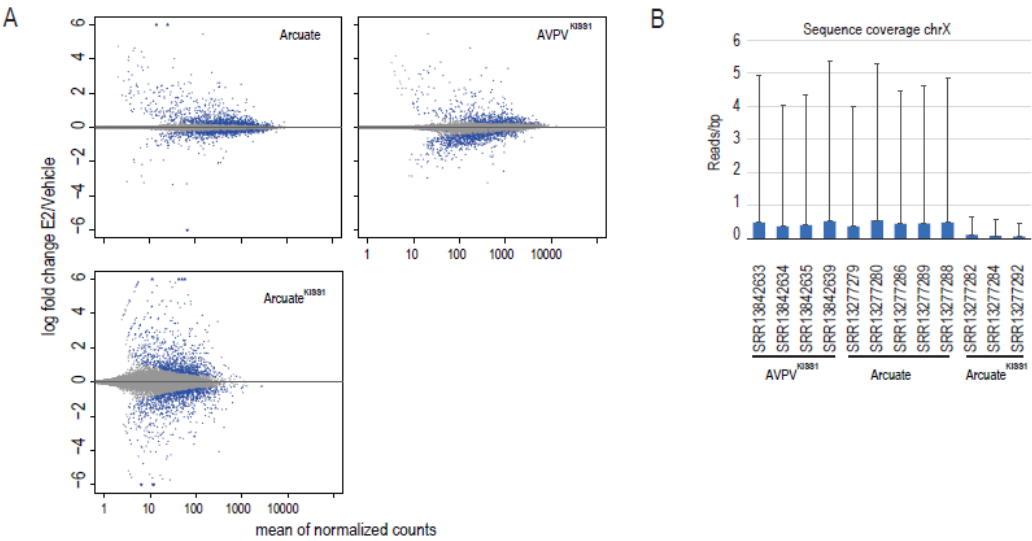

**Supplementary Figure 4. MAplots and sequence coverage of RNA-Seq data.**(A) MAplots upon E2 treatment from arcuate and isolated Kiss1 positive arcuate and AVPV neurons (RNAseq). (B) Sequencing coverage of gene loci at the X chromosome in “Vehicle” samples (n=3-6). Error bars represent SEM. Gene expression data from previously published studies<sup>17,118</sup>

# Supplementary material for: Dax1 modulates ERα-dependent hypothalamic estrogen sensing in female mice
**Source:** Nat Commun. 2023 May 29;14:3076. doi: 10.1038/s41467-023-38618-y
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: ER $\alpha$  peaks in Arcuate and AVPV, total or separated according to differential enrichment, ER $\alpha$  peaks in mammary gland, and Dax1 peaks in ES cells.

File Name: Supplementary Data 2

Description: *De novo motif analysis in peaks from ER $\alpha$  and Dax1 ChIP-seq datasets.*

File Name: Supplementary Data 3

Description: *Quantification of gene expression in RNA-seq samples, expressed as transcripts per million.*

File Name: Supplementary Data 4

Description: *Distance calculation between all Arcuate or AVPV ER $\alpha$  peaks and genes included in the GRCm38.102 annotation.*

File Name: Supplementary Data 5

Description: Differentially expressed genes after E2 treatment in RNA-seq datasets.

File Name: Supplementary Data 6

Description: GO term analysis of ChIP-seq peaks against the Reactome database.

File Name: Supplementary Data 7

Description: Metadata and QC

# Supplementary material for: Dax1 modulates ERα-dependent hypothalamic estrogen sensing in female mice
**Source:** Nat Commun. 2023 May 29;14:3076. doi: 10.1038/s41467-023-38618-y
**Supplement:** Supplementary file 4 — Supplementary Data 2

# Homer *de novo* Motif Results (/MotifSearch/homer/Arcuate-all/)

[Known Motif Enrichment Results](#)

[Gene Ontology Enrichment Results](#)

If Homer is having trouble matching a motif to a known motif, try copy/pasting the matrix file into [STAMP](#)

More information on motif finding results: [HOMER](#) | [Description of Results](#) | [Tips](#)

Total target sequences = 6612

Total background sequences = 42577

\* - possible false positive

# Homer *de novo* Motif Results (./MotifSearch/homer/AVPV-all/)

## Known Motif Enrichment Results

## Gene Ontology Enrichment Results

If Homer is having trouble matching a motif to a known motif, try copy/pasting the matrix file into [STAMP](#)

More information on motif finding results: [HOMER](#) | [Description of Results](#) | [Tips](#)

Total target sequences = 4739

Total background sequences = 43000

\* - possible false positive

# Homer *de novo* Motif Results (/MotifSearch/homer/Arcuate/)

[Known Motif Enrichment Results](#)

[Gene Ontology Enrichment Results](#)

If Homer is having trouble matching a motif to a known motif, try copy/pasting the matrix file into [STAMP](#)

More information on motif finding results: [HOMER](#) | [Description of Results](#) | [Tips](#)

Total target sequences = 3198

Total background sequences = 46280

\* - possible false positive

# Homer *de novo* Motif Results (./MotifSearch/homer/Common/)

[Known Motif Enrichment Results](#)

[Gene Ontology Enrichment Results](#)

If Homer is having trouble matching a motif to a known motif, try copy/pasting the matrix file into [STAMP](#)

More information on motif finding results: [HOMER](#) | [Description of Results](#) | [Tips](#)

Total target sequences = 3413

Total background sequences = 45087

\* - possible false positive

# Homer *de novo* Motif Results (./MotifSearch/homer/AVPV/)

[Known Motif Enrichment Results](#)

[Gene Ontology Enrichment Results](#)

If Homer is having trouble matching a motif to a known motif, try copy/pasting the matrix file into [STAMP](#)

More information on motif finding results: [HOMER](#) | [Description of Results](#) | [Tips](#)

Total target sequences = 1385

Total background sequences = 46326

\* - possible false positive

# Homer *de novo* Motif Results (./MotifSearch/homer/Mammary/)

[Known Motif Enrichment Results](#)

[Gene Ontology Enrichment Results](#)

If Homer is having trouble matching a motif to a known motif, try copy/pasting the matrix file into [STAMP](#)

More information on motif finding results: [HOMER](#) | [Description of Results](#) | [Tips](#)

Total target sequences = 12505

Total background sequences = 37090

\* - possible false positive

How the deposited data were processed for this re-analysis (not part of the article)

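The data were ERα ChIP-seq peak lists of the arcuate and AVPV nuclei of mice treated with estradiol, with 4 libraries of each nucleus. The authors aligned the reads to mm10 with bowtie2 and called peaks with MACS2, and each deposited list holds the peaks of a single library at a false discovery rate of 5%. Each deposited peak has a score, which is the -log10 q-value times a constant and was not used here, a fold enrichment, which is a ratio over the local background, and the -log10 of its p-value and q-value. The authors' fold enrichment and -log10 values were used only to describe, rank or filter peaks within a list. The background may differ between lists. The number of uniquely mapped reads per library, from 19482017 to 31497822, was taken from Supplementary Data 7. No read counts or coverage were analysed here, so a site without a called peak is not shown to be unbound.

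Samples were grouped by the nucleus that the sample labels, Supplementary Data 7 and Supplementary Figure 1A give. No sequencing batch was named for these libraries. The labels give a single pooled input for each nucleus, so a control taken from it would follow the nuclei. No 2 libraries held an identical peak, so no library was counted as a copy of another. This does not show that they are independent. The chromatin was pooled, and the text does not name whether the 4 libraries of a nucleus came from separate pools, so every SD and p-value given here is over libraries and not over animals.

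Peaks sharing at least 1 bp were merged over the 8 libraries, and a site was called in a nucleus with peaks in at least 2 of its 4 libraries. Differences between nuclei were tested by exact permutation over the 35 divisions of the libraries into 4 and 4, or by an exact permutation test of 1 value per library. Comparisons of sites used Fisher's exact test, and 95% Wilson intervals cover counting error only. Sites were annotated in the order promoter (from 1 kb upstream to 100 bp downstream of a start site), termination site (from 100 bp upstream to 1 kb downstream of a transcript end), untranslated region and exon, intron and intergenic, with 45756 RefSeq transcripts of GRCm38.p6, whose chromosome lengths hold every peak. Response elements were searched as the palindrome AGGTCANNNTGACCT with at most 2 mismatches within 100 bp of the summit. The study used a HOMER motif instead, so the percentages are on another scale than its own.

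The genes and sites named are those that the study names beside its ChIP-seq peaks, in its browser windows and within 20 kb of the gene, and the 3 regions in each direction that separated the nuclei completely with the highest lowest-percentile of fold enrichment, of which 1 is not reported here. The Greb1 region outside the browser window was singled out after its values were seen. The Reactome test had been planned for every term with a complete list. For 5 of 7 terms the copy used here gives a complete list for the arcuate alone, so that genes the study found only for the AVPV are missing, and only the 2 terms with complete lists for both nuclei were tested. For rapid depolarisation the combined list is nevertheless the arcuate list, since it holds all genes of the AVPV list. Membrane Trafficking and Vesicle-mediated transport have shortened lists for both nuclei and were not analysed here. The restriction to 2 terms was made after the values and p-values of all 7 had been seen, and among the 5 terms left out are 2 in which every arcuate library had more genes than every AVPV library. Supplementary Data 1 and the AVPV sheet of Supplementary Data 3 are held here in part, and no test of overlap was run on them.

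Alternatives to these choices were the number of libraries needed for a site, the overlap and width of peaks, stricter thresholds, lists of equal length, chromosomes, a wider promoter, other limits on response elements, a replicate block and leaving out each library. A sign-flip test over the libraries had been planned for the difference in peak strength between shared sites and sites of a single nucleus. Its p-value is not reported, because a weak peak is called in fewer libraries and shared sites therefore rank higher under any division. The alternatives were set before the data were examined, except a stricter meaning of a site of a single nucleus and the GENCODE annotation. The method for the share of sites was tested on simulated data. In a simulation of 2998 regions with a true share of 50%, 51.8% was recovered. Every simulated site was equally likely to be called in each library of a nucleus bound there. In the data, 41.5% of regions had a peak in 1 library only. The simulation therefore does not show how near the 51.2% found in the data is to the true share. In 40 simulations of 600 regions with no difference between groups, the real division was the highest in 3. The search for response elements found 1000 of 1000 planted elements. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, matplotlib 3.10.9, pysam 0.24.0 and samtools 1.23.1 were used. RNA-seq, mammary gland and Dax1 data of the paper were not analysed here.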

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

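The test of shared sequence was chosen after the peaks on chromosome Y had been seen. A signal appeared in data that the paper does not discuss. The mice were female, yet the lists held 32 peaks on chromosome Y, 2, 2, 4 and 9 in arcuate libraries 1 to 4 and 3, 4, 5 and 3 in AVPV libraries 1 to 4, in 10 regions. Of these peaks 31 lay close to the end of the chromosome, from 90743294 to 90841652. Of the 31-base sequences under the 10 regions, 86.9% also occur exactly on another chromosome and 81.7% on chromosome X, against 1.90% for 100 shared sites on other chromosomes. Reads from matching sequence, above all on chromosome X, are consistent with this and may account for these peaks. In 1 region, from 90743294 to 90743560, 36.7% of the sequences had a match, so that region is less well explained. Male tissue or a strain difference was not tested, and no biological explanation was tested. Leaving out chromosome Y kept the share of sites in a single nucleus at 51.3%.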

How the results depend on the processing

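The requirement of no peak in any library of the other nucleus, the GENCODE annotation and the comparison of peak strength over other divisions were chosen after the data were examined. The other alternatives were set before. Similarity of the peak sets (0.0929 to 0.132 in 14 alternatives), the promoter share of sites (-26.7 to -15.4 points in 15), the promoter share of peaks per library (-8.02 to -4.39 points in 15, none past the threshold), response elements in sites of a single nucleus against moved windows (14.0% to 41.1% in 13) and the number of named sites past the threshold (1 in each of 3) kept their direction and their side of the threshold under the alternatives run for each. The promoter share of peaks per library is taken over all peaks of a library. Changing the number of libraries needed for a site therefore left it at -6.09 points, and these settings, counted among its 15, tested nothing. The strength difference was 28.3 to 31.0 points in 12 alternatives. This says nothing about the nuclei, since other divisions of the libraries gave 26.4 to 31.5 points.

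The share of sites in a single nucleus was 34.4% to 60.2% over 18 alternatives, and leaving out a library gave 49.7% to 54.0%. It passed the threshold in 17, and was 50.9% (exact one-sided permutation test, p = 0.0571) without arcuate replicate 3, where 3 libraries against 4 give the same 35 divisions. The cause was not tested. The share lay under 50% with peaks in at least 3 of 4 libraries (49.6%), with peaks in all 4 libraries (48.1%) and with lists of equal length (49.8%). It also lay under 50% without arcuate replicate 2 (49.7%). When a peak in any library of the other nucleus was excluded, it was 34.4% (exact one-sided permutation test, p = 0.0286). With at least 1 library there were 3368 arcuate-only, 1491 AVPV-only and 3213 shared sites, and with all 4 libraries 587, 422 and 1089.

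The ratio of arcuate-only to AVPV-only sites, 2.08, was 0.966 with lists of equal length, where there were 803 arcuate-only and 831 AVPV-only sites. Equal lists bring this ratio close to 1 by construction. Leaving out a library gave 1.09 (without arcuate replicate 1) to 3.60 (without AVPV replicate 3). Regions separating the nuclei completely numbered 276 to 490 when a library was left out, the highest without arcuate replicate 4. A nucleus of 3 libraries needs fewer peaks for such a region. With lists of equal length there were 199, of which 109 were arcuate and 90 AVPV regions, against 172 and 66.

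The difference in peaks per library was 565 with fold enrichment above 5 (exact two-sided permutation test, p = 0.0286), 607 with -log10 q of at least 5 (exact two-sided permutation test, p = 0.114) and 684 to 1011 (1010.75) when a library was left out, past the threshold without AVPV replicate 3. With a replicate block it was 838 (exact two-sided sign-flip permutation test, p = 0.25, where 4 pairs cannot go below 0.125). Same-numbered libraries had correlations from -0.0832 to 0.0503 in 4 pairs and the others from -0.0975 to 0.0844 in 12. No pairing by number was detectable from these values, which cannot exclude one. The correlation of reads with peaks changed sign when a library was left out, from -0.347 to 0.285 (Spearman rho from -0.429 to 0.321), so its direction is not determined with 8 libraries.

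Introns and intergenic regions held 71.4% of the sites of a single nucleus with at least 1 library, 74.5% with at least 3, 69.4% with all 4, 75.1% with fold enrichment above 5, 72.9% with a promoter of 2 kb, 72.9% with GENCODE transcripts and 74.0% to 77.6% without a library. Genes of the 2 Reactome terms together differed by -0.167 to 2.92 genes when a library was left out, the negative value without arcuate replicate 1. With the nearest gene limited to 20 kb, the difference was 1.25 for potassium channels and 0 for rapid depolarisation. The cause was not tested.

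The differences in response elements between classes of sites depended on the processing. Arcuate-only minus AVPV-only sites kept its direction in 13 alternatives (0.639 to 13.2 points) and lost its side of the threshold in 4. Arcuate-only minus shared sites was -7.01 points with at least 1 library and -2.88 with at most 1 mismatch, and 1.88 to 7.35 without a library. AVPV-only minus shared sites was past the threshold in both directions, at -11.2 points with at least 1 library (Fisher's exact test, two-sided, p = 3.1e-15), -4.54 with at most 1 mismatch (p = 0.00437) and 7.24 with all 4 libraries (p = 0.00995), and was -5.86 to 0.604 without a library. Both differences of arcuate-only sites were no longer past the threshold without AVPV replicate 3 (2.30 and 1.88 points; Fisher's exact test, two-sided, p = 0.367 and 0.243). The cause was not tested. The secondary results were site counts by class, single Reactome terms, the rank correlation, single named sites and these differences in response elements. Among them, 139 values stayed, 5 became weaker, 3 stronger, 10 moved and 8 reversed. All 5 weaker and all 3 stronger values were differences in response elements, as were some of the reversed ones.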

Differences from the paper's values

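The alternatives named here were set before the data were examined, and no test was chosen after a result was seen. The paper shows about 3200 arcuate, about 1400 AVPV and about 3400 common peaks in Fig. 1C, read by eye, where 1519 arcuate-only, 729 AVPV-only and 2140 shared sites were found. With a site called from a peak in at least 1 of 4 libraries, there were 3368, 1491 and 3213. Peaks in at least 3 or in all 4 libraries, another overlap or width, stricter thresholds, lists of equal length and leaving out chromosome Y did not close the gap. The share of sites in a single nucleus was about 57% in Fig. 1C. It was 51.2% here with peaks in at least 2 of 4 libraries. With at least 1 library, the rule whose counts came closest to the figure's, it was 60.2%.

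In Supplementary Data 7, a column headed by a false discovery rate of 5% and a fold enrichment above 5 gives 3610 peaks for arcuate library 1, where the list holds 2982 peaks with a fold enrichment above 5. In 0 of 8 libraries did that count equal the paper's number. Peaks with a -log10 q of at least 5 numbered 3610 in that library, and equalled the paper's number in 8 of 8.

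The paper describes the Pdyn site as proximal to Pdyn, and its methods set proximal at under 20 kb. The site lay 82.2 kb from the nearer Pdyn start site.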

Other observations

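The tests of strong peaks, of sequencing depth, of the similarity of peak sets over other divisions and of response elements outside promoters were chosen after the results they concern had been seen. The correlation of reads with peaks and the comparison of similarity within and between nuclei had themselves been planned. What came later was their use to examine other explanations. The real division of the libraries gave the largest difference in similarity (0.110), the largest share of sites in a single nucleus (51.2%) and the most regions separating the nuclei completely (238) in 1 of 35 divisions each. No other of the 35 divisions reached these values, which argues against an accidental grouping of the libraries. No preparation or sequencing batch is known for these libraries, so a batch that follows the nuclei was not tested. The labels give a single pooled input for each nucleus. The text does not name whether peaks were called against it. Likeness within a nucleus from a shared control was not tested.

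Weak peaks near the calling threshold are a candidate explanation for part of the share of sites in a single nucleus. With lists of equal length, 1 of 35 divisions, the real one, gave as high a share (49.8%, against at most 45.9% and a median of 36.4% for the others), so weak peaks alone do not account for the difference between nuclei. The share fell with peak strength. It was 27.7% among 2320 sites with peaks in the top 50% of their lists in at least 2 libraries of a nucleus, 9.65% among 1129 sites in the top 25% and 1.92% among 468 sites in the top 10%. The real division had the highest share in the first 2 cases, where the others had a median of 12.5% and 1.48% and at most 23.0% and 7.47%. In the top 10%, the median of the others was 0.117% and 2 of 35 divisions were as high as the real one, itself included, with 9 sites in a single nucleus, so no difference between nuclei was detectable there. Strong peaks are called in more libraries, so the share falls under any division, and whether weak peaks near the threshold lie behind the fall cannot be told apart from sites that are truly bound in a single nucleus but more weakly, or in fewer cells.

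More sites were called in the arcuate only than in the AVPV only, and the arcuate lists were longer. With lists of 2367 peaks in each library the ratio of arcuate-only to AVPV-only sites was 0.966, against 2.08. The excess equals the difference in sites called per nucleus, 3659 in the arcuate and 2869 in the AVPV. Lists of equal length give both nuclei nearly as many sites, which by itself brings the ratio close to 1, so whether the longer lists or the tissue lie behind the excess cannot be told apart from this ratio. Whether sequencing depth plays a part cannot be told apart from 8 libraries whose read numbers overlap between the nuclei. The correlation of uniquely mapped reads with the number of peaks was -0.0151 over 8 libraries, the arcuate libraries did not have more reads (exact two-sided permutation test, p = 0.686), and with reads as a term the difference in peaks was 860 (exact two-sided permutation test, p = 0.0571). The correlation and the fit take the same relation for both nuclei. Yet the arcuate library with the most reads had the most peaks of its nucleus, and the AVPV library with the most reads the fewest. The difference in peaks did not itself pass the threshold of 0.05. A difference between the tissues was not tested.

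Arcuate library 4 had the fewest uniquely mapped reads, 48.3% of its total against 64.4% to 79.4% for the other libraries, and the lowest similarity to its own nucleus. Its gap to the others was 0.827 of the range, just under Dixon's critical value for 4 samples. It has no peak at the Kiss1-Golt1a site.

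Outside promoters, response elements were less frequent in sites of a single nucleus than in shared sites, by -7.51 percentage points for arcuate-only sites (Fisher's exact test, two-sided, p = 0.00013) and -11.6 for AVPV-only sites (p = 3.99e-06). This comparison treats sites as independent. It was not computed over the other divisions of the libraries, so whether it belongs to the nuclei cannot be told.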
